A study of Danio rerio with 4 samples. Its data were reported in "Single-cell chromatin profiling reveals genetic programs activating proregenerative states in nonmyocyte cells" (2024).

How the data were processed

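The data are bulk ATAC-seq counts from adult zebrafish (Danio rerio) hearts at 7 days. ATAC-seq (assay for transposase-accessible chromatin with sequencing) cuts open chromatin with the Tn5 transposase, so that the number of reads over a region follows its accessibility. Noncardiomyocytes (nonCMs, the cells of the heart other than heart muscle cells) were the input, taken from the injury area according to the labels. The study's methods for this assay name the hearts and do not mention the injury area. There were 2 libraries titled WT and 2 titled Treatment. The labels give both groups a wild-type genotype and add amputation for Treatment, whereas the study's text describes a comparison of tnfα mutant with wild-type hearts after amputation. The injury area in the labels and the hearts after amputation in the study's text argue against uninjured hearts in the WT group. The label names are kept here, and whether the groups differ in genotype was left open.

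Per the methods of the study, the authors trimmed reads with Trim Galore, aligned them to GRCz11 with Bowtie2, removed mitochondrial reads and kept uniquely mapped reads. Peaks were called with Genrich for each condition over both replicates. How the peak sets were joined, which program counted the reads, and whether duplicates were removed or reads shifted for Tn5 are not stated. The authors deposited raw counts of reads per interval, not normalized, with 1 column per library. The number of columns not used was 0. Coordinates are given on GRCz11, counted from 1, after adding 1 to the deposited start, since 24126 intervals ended exactly where the next began and 0 overlapped.

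The counts summed to 16128000 and 16822284 in the WT libraries and to 14736856 and 16558109 in the Treatment libraries. These are sums over intervals and not the sequencing depth. The median count of a tested interval in a library was 130, which gives a counting error of 8.77%. Reads are not independent molecules, so counting errors, confidence intervals and floors cover counting error only.

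Intervals were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10), scaled with TMM (trimmed mean of M values) and tested with the quasi-likelihood test (glmQLFit and glmQLFTest) in R 4.3.3, with group as the only term. P-values were adjusted by Benjamini-Hochberg, and an interval was called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Log2 CPM (counts scaled to library size) used a prior count of 2. Named intervals are the 3 with the largest log2 fold change in each direction among called intervals with a mean CPM at or above the median of tested intervals and both libraries of one group above both of the other. The part of this rule that concerns genes of the study was not applied, because gene positions on this build were not used here. For the same reason the planned tests of AP-1 and other motifs, of study loci, of region classes and of cell type loci are not reported, and no interval is assigned to a gene, exon or intron.

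The same rule was then applied to intervals of at most 1 kb, a choice made after the data were seen. Narrow intervals are those of at most 1 kb and wide intervals those of over 5 kb; these limits were also chosen after the data were seen. The narrow-minus-wide shift is the median log2 fold change of narrow tested intervals minus that of wide ones.

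The test was checked on simulated counts for the comparison of Treatment with WT. Counts for the 50494 tested intervals were drawn with the fitted dispersions, and 200 intervals were changed. Of these, 16.5% were recovered at a log2 change of 0.5, 70.5% at 1 and 94.5% at 2. False calls made up 5.7%, 6.0% and 2.6% of the calls. Simulated intervals were independent of each other and had no difference between libraries that followed width. These shares therefore need not hold for the data.

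Alternatives fixed before the data were examined were DESeq2 size factors, total count, upper quartile and loess scaling (span 0.3), no filter or a mean of at least 50 counts, DESeq2 1.42.0, limma 3.58.1 with voom, other thresholds, a replicate block and leaving out each replicate. Alternatives with only narrow or only wide intervals, and with TMM factors from intervals of at most 1 kb or over 20 kb, were chosen after seeing the data.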

Results

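Chromatin accessibility was measured in nonCMs from 2 WT and 2 Treatment libraries at 7 days. The count table held 54036 intervals on 25 chromosomes. Total counts ranged from 14736856 in Treatment replicate 1 to 16822284 in WT replicate 2. Interval width ran from 1 bp to 815 kb, with a median of 2152 bp and quartiles of 486 and 14315 bp. There were 22165 narrow intervals of at most 1 kb and 22221 wide intervals of over 5 kb. The wide intervals covered 772 Mb and the narrow ones 10.04 Mb of the 806 Mb in the table. The median read density was 174 reads per kb per library in narrow intervals and 14.5 in wide intervals. Many of the deposited intervals are therefore far longer and sparser than the narrow ones, and they are called intervals rather than peaks below. The share of counts in narrow intervals was 15.5% (95% Wilson confidence interval 15.46 to 15.50) in WT replicate 1, 16.5% (16.48 to 16.51) in WT replicate 2, 15.3% (15.31 to 15.35) in Treatment replicate 1 and 14.9% (14.84 to 14.87) in Treatment replicate 2.

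To see how closely replicates matched, log2 CPM was compared over the 50494 tested intervals. Pearson's r across intervals was 0.978 for the WT pair and 0.978 for the Treatment pair. Between groups r ranged from 0.963 to 0.968. Intervals are not independent replicates, so no p-value is given. The chi-square statistic per degree of freedom was 3.15 for the WT pair and 2.61 for the Treatment pair, so that replicates differed by more than sampling noise and no library was a copy of another. The first principal component held 51.3% of the variance and placed both WT libraries on one side and both Treatment libraries on the other. The next 2 components held 25.8% and 22.9% and separated libraries within groups.

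The main question was which intervals differed in accessibility between the groups. With edgeR's quasi-likelihood test, 364 intervals were lower and 221 were higher in Treatment at a Benjamini-Hochberg adjusted p under 0.05. These 585 intervals were 1.16% of those tested. At an unadjusted p under 0.05 there were 3375 lower and 2279 higher. Among the intervals called, 206 lower and 146 higher ones changed by a log2 fold change of at least 1. The share of tested intervals in which both libraries of one group lay above both of the other was 41.2%, against 33.3% by chance. The common biological coefficient of variation was 9.56%. Of the other settings, the unadjusted threshold moved the counts most. With DESeq2, the tool of the study, 138 intervals were lower and 112 higher. The counts also depended on single libraries: 667 intervals were lower without WT replicate 1, 212 without WT replicate 2 and 171 without Treatment replicate 2, and 131 were higher without Treatment replicate 2.

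The balance of directions differed with interval width. Narrow intervals had a median log2 fold change of -0.12 and wide intervals one of 0.04, a shift of -0.16. In narrow intervals, 161 were lower and 62 higher, so that 72.2% of the calls were lower. In wide intervals 141 were lower and 113 higher, or 55.5% lower. The lower majority in wide intervals came from chromosome 4, with 65 lower and 10 higher. On the other chromosomes 76 wide intervals were lower and 103 higher, while 144 narrow intervals were lower and 46 higher. The balance in wide intervals also depended on the threshold. At an unadjusted p under 0.05, 552 wide intervals were lower and 1241 higher, while 2322 narrow intervals were lower and 651 higher. The share of tested intervals that were called was 1.12% for narrow and 1.16% for wide intervals. Per library, the narrow-minus-wide median of log2 CPM centred on each interval's mean was 0.08 ± 0.10 (SD, n = 2) in WT and -0.07 ± 0.05 (SD, n = 2) in Treatment. The difference of -0.15 had an exact two-sided permutation p of 0.333, the smallest that 2 libraries against 2 allow. WT replicates differed from each other by 0.14, so the group difference was close to the spread within one group. Without WT replicate 2 the shift was -0.08. When narrow intervals were scaled and tested on their own, 68 were lower and 89 higher, and 68 of the 161 narrow intervals called lower remained, as did 62 of the 62 called higher. The share of lower calls over all intervals fell from 62.2% to 36.6% when TMM factors came from narrow intervals, which moved the median log2 fold change of all intervals to 0.11. The direction of the overall balance thus depended on the intervals used for scaling.

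**Figure D1:**
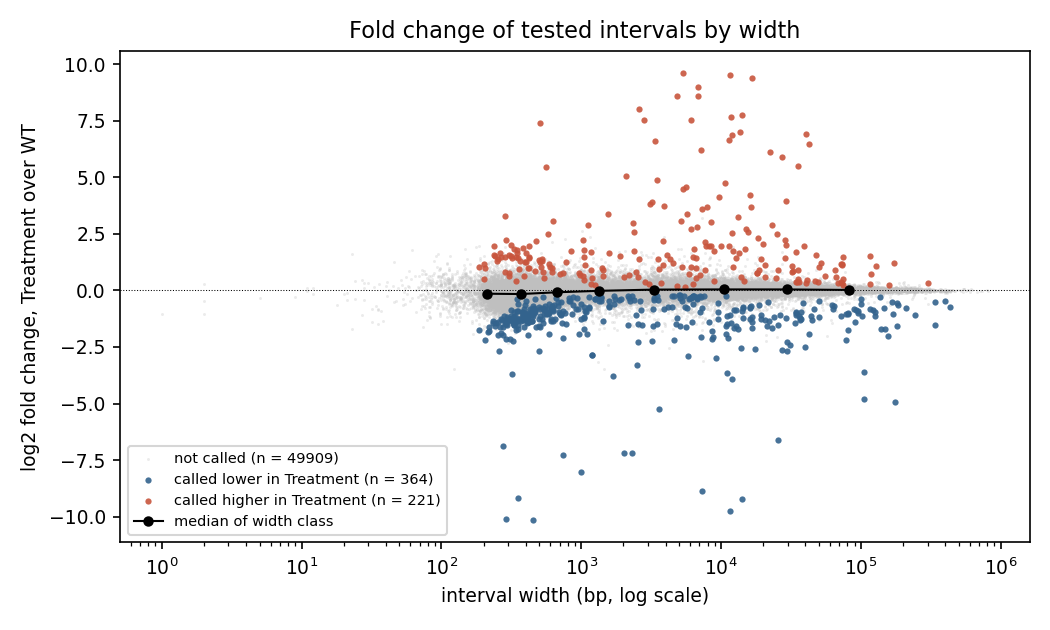
Log2 fold change of Treatment over WT (vertical axis) against interval width in bp (horizontal axis, log scale) for the 50494 tested intervals; coloured points are the 364 intervals called lower and 221 called higher, and the line joins medians of width classes. The medians lie below 0 for intervals of at most 1 kb and near or above 0 for wider ones. The most extreme points have few or no reads in one group, and their fitted values depend on the prior count.

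The rule for named intervals was met by 167 lower and 83 higher intervals, and the 3 largest changes in each direction are given. All adjusted p-values are from edgeR's quasi-likelihood test. On chromosome 3, the interval 2719243 to 2894449 had 37.5 ± 0.47 CPM (SD, n = 2) in WT and 1.25 ± 0.74 in Treatment. Its log2 fold change was -4.93 (SE 0.21, adjusted p 4.74e-21). On chromosome 4, the interval 33574463 to 33679928 fell from 16.7 ± 0.48 to 1.35 ± 0.66 CPM, a log2 fold change of -3.60 (SE 0.25, adjusted p 6.22e-14). On chromosome 15, the interval 40144899 to 40175894 fell from 33.0 ± 0.12 to 6.26 ± 0.39 CPM, a log2 fold change of -2.40 (SE 0.15, adjusted p 1.37e-15). Among higher intervals, 45077358 to 45119805 on chromosome 23 rose from 0.25 ± 0.18 to 22.6 ± 1.48 CPM, a log2 fold change of 6.49 (SE 0.31, adjusted p 2.11e-19). On chromosome 3, 3432960 to 3448095 rose from 3.88 ± 0.36 to 25.8 ± 0.03 CPM, a log2 fold change of 2.73 (SE 0.18, adjusted p 3.23e-15). On chromosome 4, 77560248 to 77561278 rose from 28.5 ± 0.72 to 134.5 ± 2.52 CPM, a log2 fold change of 2.24 (SE 0.08, adjusted p 3.27e-24). The last spans 1031 bp, while the other 5 span 15.1 to 175 kb, and 4 of those 5 lay below the median read density of wide intervals, with 1.82, 1.41, 10.4 and 4.19 reads per kb per library for those on chromosomes 3 (the lower one), 4, 15 and 23. In 3 of them the low group had few reads, and single libraries moved the fold change by over 1.5 times. The log2 fold change on chromosome 23 was 7.49 without WT replicate 1 and 5.89 without WT replicate 2. That of the lower interval on chromosome 3 was -5.68 without Treatment replicate 1, and that of the lower interval on chromosome 4 was -4.23 without Treatment replicate 2. Of the 6 intervals, 4 lie on chromosomes 3 and 4, which were among the 3 chromosomes with the highest shares of called intervals. The one on chromosome 15 abuts 40144613 to 40144898, called higher with a log2 fold change of 3.28. Called intervals beside the lower one on chromosome 3 went both ways. From 2971852 to 2979129, WT had 63 and 55 reads and Treatment 0 and 0. From 2329708 to 2335791, WT had 0 and 0 and Treatment 27 and 18. Differences in sequence or mapping, taken up below, thus stay open for named intervals.

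The same rule within narrow intervals was met by 41 lower and 17 higher intervals. The lower ones with the largest change were 32858719 to 32859678 on chromosome 3, with a log2 fold change of -1.93 (SE 0.20), 15890005 to 15890188 on chromosome 16, with -1.73 (SE 0.21), and 55756974 to 55757321 on chromosome 4, with -1.34 (SE 0.17). The higher ones were 77555829 to 77556120 on chromosome 4, with 2.23 (SE 0.18), 77559371 to 77559684 on chromosome 4, with 2.03 (SE 0.18), and 55166209 to 55166624 on chromosome 20, with 1.002 (SE 0.16). Their adjusted p-values by edgeR ranged from 8.27e-12 to 4.46e-05. The 2 higher intervals on chromosome 4 lie near the higher interval of that chromosome named above.

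**Figure D2:**
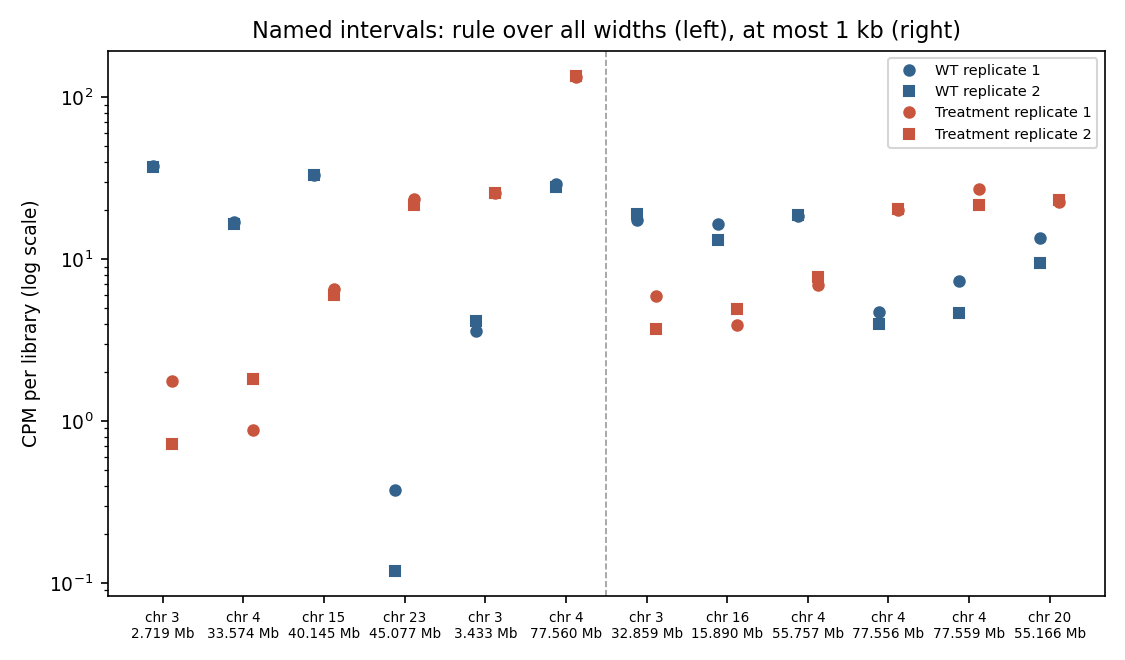
CPM of each library (vertical axis, log scale) for the 6 intervals named over all widths, left of the dashed line, and the 6 named within intervals of at most 1 kb, right of it; blue is WT, red is Treatment, circles are replicate 1 and squares replicate 2. In each interval both libraries of one group lie above both of the other.

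Called intervals were not spread evenly over the chromosomes. On chromosome 4, 124 of 1944 tested intervals were called (6.38%), 91 lower and 33 higher, an odds ratio of 7.11 against the other chromosomes (Fisher's exact test, two-sided, adjusted p 6.66e-54 over 25 chromosomes). In the other chromosomes together, 0.95% of tested intervals were called. Chromosomes 22 and 3 also had higher shares, 2.87% and 2.25%, with adjusted p 7.57e-07 and 3.07e-05 by the same test. Lower shares, from 0.32% to 0.6%, were found on chromosomes 6, 9, 13, 11 and 16. Their adjusted p ranged from 0.000863 to 0.035 by the same test. The chromosomes they were set against included chromosome 4, which raised the share of calls there. These tests were not repeated without chromosome 4, so part of the lower shares may rest on it. Intervals are not independent replicates, so these tests describe the calls and not the animals.

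The narrow intervals were also split into deciles of read density. The median log2 fold change was -0.01 in the decile of lowest density, -0.18 in the fifth decile and -0.04 in the densest decile. WT replicate 2 lay above WT replicate 1 by 0.06 in the decile of lowest density, by 0.10 in the fifth, by 0.13 in the ninth and by 0.03 in the densest.

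**Figure D3:**
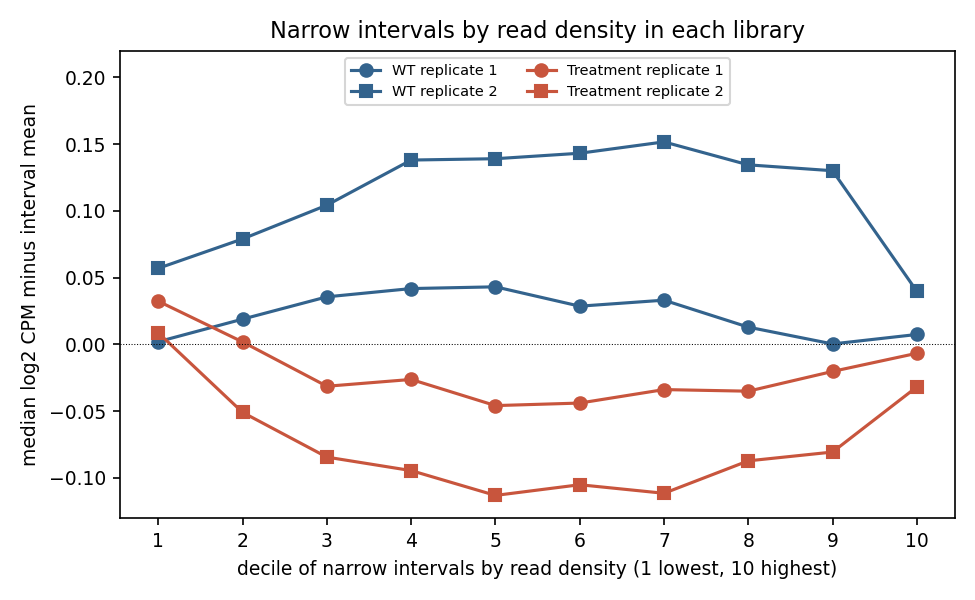
Median log2 CPM centred on each interval's mean (vertical axis) for deciles of narrow intervals ordered by read density (horizontal axis), 1 line per library, with blue for WT and red for Treatment. The libraries lie closer together in the first and the densest decile than in those between, and WT replicate 2 lies above WT replicate 1 throughout.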

Values the study reported

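The study examined nonCMs from hearts at 7 days after amputation by bulk ATAC-seq. It called peaks with Genrich at a q-value cutoff of 0.05.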

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

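Which intervals are used and how they are scaled with only narrow or wide intervals were tests chosen after the result was seen, as were all alternatives for the narrow-minus-wide shift. The other alternatives were fixed before the data were examined.

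The 12 named intervals kept their direction and an adjusted p under 0.05 in all 191 comparisons with alternatives that refitted a model and tested them. Settings that changed a threshold alone are not counted. The size of the change depended on 1 library for 3 of them, by up to 1.99 times for the interval on chromosome 23 without WT replicate 1, where the log2 fold change was 7.49 instead of 6.49. The least certain was the interval on chromosome 20, whose adjusted p ranged from 3.69e-09 to 0.00244.

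The counts stayed within 1.5 times of 364 lower and 221 higher under DESeq2 size factors, total count, upper quartile, loess offsets, no filter and limma voom. DESeq2's Wald test gave 138 lower and 112 higher, all 250 among the 585, and 138 and 111 with a log2 fold change of at least 0.2. An adjusted p under 0.1 gave 568 lower, an unadjusted p under 0.05 gave 3375 lower and 2279 higher, and a log2 fold change of at least 1 left 206 lower and 146 higher, as these thresholds select more or fewer by construction. A mean of at least 50 counts left 141 higher, with 43271 intervals tested. Leaving out 1 library gave 171 to 667 lower and 131 to 331 higher intervals. The lowest counts were without Treatment replicate 2 and the highest without WT replicate 1, and 212 were lower without WT replicate 2. In these fits the lone library of a group is assumed to vary like the other group.

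Only intervals of at most 1 kb gave 68 lower and 89 higher, and only intervals of over 5 kb gave 216 lower. TMM factors from intervals of at most 1 kb gave 453 higher and 262 lower, so that lower calls were 36.6% of the total instead of 62.2%. With factors from intervals of over 20 kb they were 70.0%. The change in balance follows from the construction, since a scaling to narrow intervals removes their median shift. Which scaling is right was not tested.

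The replicate block gave 454 lower and 250 higher intervals, including 583 of the 585. The correlation of the difference between WT replicates with that between Treatment replicates was -0.06 across intervals, so the replicate numbers are only names here. The narrow-minus-wide shift kept its sign in all 9 alternatives. It ranged from -0.2228 without WT replicate 1 to -0.0794 without WT replicate 2, so its size rests in part on WT replicate 2. Loess offsets were not among these 9 alternatives. With them the median log2 fold change of narrow intervals was -0.08 instead of -0.12.

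Offsets for GC content, alone and with the replicate block, and all alternatives for motifs, study loci, region classes and cell type loci were not run, because a genome of the build was not used here. The simulation with 2 libraries per group recovered 16.5% of intervals changed by a log2 fold change of 0.5. Among the called intervals, 86 had a change under 0.5, and their median count per library was 1366, against 130 over tested intervals. Simulations at other depths or with more libraries were not run.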

Other observations

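The tests of near-zero intervals by background and by split, of chromosome 4, of dense intervals, of library quality and of other splits of the libraries were chosen only after the results were seen. The others were written before their results were seen, though after the patterns had been noticed.

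The real split of the 4 libraries gave 585 called intervals with edgeR and the other 2 splits gave 0, with 791 and 1737 intervals at an unadjusted p under 0.05; DESeq2 and limma were not run on those splits. In the other 2 splits, any difference between the groups counts as spread within each pair, which lowers the number of calls. Their 0 calls are therefore no measure of false calls. The real split is 1 of 3, so chance cannot be excluded by this count.

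Called intervals lay side by side more often than chance placement gives. There were 95 neighbouring pairs called in the same direction, against a median of 4 and a maximum of 10 in 1000 shuffles of the calls within width classes (p 0.001, the smallest these shuffles can give). This argues against chance placement of the calls. In all, 147 called intervals lay in 52 runs. A copy number or mapping difference between the fish would move all reads of a segment, so wide background intervals beside narrow called ones would move with them. For narrow called intervals as a set this was not seen. Of 193 with a wide interval within 50 kb, 53.9% had a neighbour of the same sign (95% exact interval 46.6 to 61.1), against 46.8% for uncalled narrow intervals. Narrow intervals were contained in 21 runs, and 17 of these were compared with a wide interval outside the run. For those 17 it was seen: in 14 (82.4%, 95% exact interval 56.6 to 96.2) the nearest wide interval outside the run had the same sign. Segment-wide differences in sequence or mapping may therefore contribute to runs. The share of 53.9% argues against segments that reach a wide neighbour as the cause for all narrow called intervals. Its confidence interval, 46.6 to 61.1, leaves room for a part of them. Differences confined to a narrow interval would not move a wide neighbour, so this test cannot exclude them. A biological difference between the groups also remains open for narrow called intervals.

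In 20 wide intervals one group had at most 3 reads in total while each library of the other had at least 15. WT was the low group in 16 and Treatment in 4. Over all widths there were 37 such intervals, with WT low in 25 and Treatment in 12. The other 2 splits of the libraries gave 0 such intervals at any width. Where the low group of a wide interval had 0 reads, the other was at least 15.8-fold to at least 70.4-fold higher, against a floor of 3 counts over the group. The low groups held 19 reads together where the median density of wide intervals would give 8285, and the other groups held 2849. In 19 of the 20 even the group with reads lay below that background density. This speaks against a loss of accessibility alone, which would leave background reads. It does not exclude one, since the intervals were picked for their low counts and their own background is unknown where few reads can be mapped. A loss of accessibility and a difference in sequence would both follow the groups, so the split does not separate them. The surroundings bear on this. Of 62 other tested intervals within 50 kb that were not near zero themselves, 75.8% moved in the same direction (95% exact interval 63.3 to 85.8), by a median log2 fold change of 0.39. Around 500 uncalled wide intervals the share was 50.9%, and around 234 called wide intervals that were not near zero it was 57.3%. Neighbours of 1 interval are not independent, and in 14 of the 15 intervals with neighbours most of them had the same sign. A candidate explanation is that segments of the genome differ between the fish of the groups, through copy number, divergent sequence or mapping. Groups of different descent could show this, and the labels and the study's text differ on whether the groups differ in genotype. A change of accessibility over whole regions would also move neighbours together and stays open. Genotypes of the fish were not analysed here.

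Chromosome 4 held 124 of the 585 called intervals. Shuffling calls within classes of width and abundance placed a median of 51 and at most 68 there, which argues against coverage and interval width as the whole cause. Past 39.0 Mb, the middle of the chromosome, 14.1% of tested intervals were called, against 2.54% before it. The middle was an arbitrary cut and does not mark where the excess starts. Most of the 33 calls before it lie from position 28693264 on. Reads shared between near-identical copies of a sequence, and variation between fish, may both contribute, and neither was tested for this chromosome beyond the 124 calls. Since the study kept only uniquely mapped reads, those that map equally well to several copies should be absent.

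Narrow intervals were lower in Treatment than wide ones by 0.16 on the log2 scale in the median. The test of a larger share of background reads in Treatment was that the shift would be at full size in the densest narrow intervals. It was not: the median log2 fold change was -0.0415 there against -0.18 in the fifth decile, or -0.08 and -0.22 relative to wide intervals. Differences within groups shrank in the same place, however. WT replicate 2 minus WT replicate 1 was 0.10 in the fifth decile and 0.0324 in the densest, and Treatment replicate 2 minus Treatment replicate 1 was -0.07 and -0.03. The densest decile thus does not separate one kind of library difference from another, and the test leaves background open. The profiles were otherwise not the same: the WT difference was 0.06 in the first decile and 0.13 in the ninth, whereas the group difference was -0.01 and -0.13. The narrow-minus-wide medians of the WT libraries differed by 0.1356, against 0.15 between the groups. With 2 libraries in each group, a difference in background share, another difference in library quality and a real loss of accessibility in narrow intervals cannot be told apart.

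Of the 10 densest intervals of at least 100 bp, 3 were called higher in Treatment, with log2 fold changes of 0.76 to 0.79, while the other 7 lay between -0.13 and 0.08. They were chosen after their values were seen. They lie at 53459396 to 53460139 on chromosome 17, 56482300 to 56482602 on chromosome 2 and 1 to 529 on chromosome 7, the last at the start of its chromosome. Their fold changes did not differ from each other (heterogeneity p 0.863 over the model's standard errors). A candidate explanation is a repeat sequence that these intervals share, with more copies or reads in the Treatment libraries. Only uniquely mapped reads were kept per the study's methods, which speaks against reads that map equally well to several of these places. Because the intervals were picked for their change and their sequence was not used here, this stays open, as does a biological difference.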
